A study of Mus musculus with 6 samples.

How the data were processed

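Muscle-derived stem/progenitor cells (MDSPCs) are slowly adhering cells that are enriched from enzymatically dissociated skeletal muscle by moving the non-adherent cells to fresh collagen-coated flasks several times. Per the labels, 3 MDSPC populations from young mice and 3 from old mice were grown in proliferation medium, collected from the flasks and profiled with droplet-based 3′ single-cell RNA sequencing. Each population is 1 sample and 1 replicate. The labels give neither the ages of the mice nor their sex or strain.

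The authors deposited, for each sample, a matrix of raw unique molecular identifier (UMI) counts per gene and cell barcode, made with Cell Ranger 7.0.0 or 7.2.0, per the file headers. UMIs are random tags that let copies of one RNA molecule be counted once. The deposited counts were whole numbers with no normalization. The genome build, the annotation release, the treatment of intronic reads and the rule by which barcodes were called as cells are not stated in the headers or the labels. The lowest total of any deposited barcode was 500 UMIs. The matrices used 2 different gene lists. Young replicate 1 and old replicate 1 were counted with Cell Ranger 7.0.0 on a list of 21849 features, called the shorter list here. The other 4 samples were counted with version 7.2.0 on a list of 32285 features, called the longer list. The lists shared 21485 Ensembl gene identifiers, of which 1762 carried a different symbol in each list. All comparisons used the shared identifiers, which held between 98.5% and 99.9% of each sample's UMIs in kept cells. Because each group had samples on both lists, the list entered the main model as a term.

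Cells were kept at 1000 or more UMIs, 500 or more detected genes and under 15% of UMIs from the 13 protein-coding genes of the mitochondrial genome. These limits left out 967 shallow barcodes and 209 barcodes over the mitochondrial limit. Scrublet was run on each sample to find doublets, that is, droplets holding more than 1 cell. It called 4 doublets in all, or 0.00646% of the cells scored, far under the 0.5% below which the caller was taken not to have worked, and the deposited labels do not mention removal of doublets. The 4 called were removed, and other doublets therefore remained in the data. The number of barcodes per sample gave expected doublet shares of 7.0% to 10.1%, at 0.8% per 1000 cells. As a substitute, the cells with the highest Scrublet scores, up to the expected share, were removed in an alternative.

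The comparison of gene expression used the sum of counts over all kept cells of a sample, so that the sample and not the cell was the replicate. Sums were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, robust quasi-likelihood F test, two-sided) with terms for the gene list and the group, and Benjamini-Hochberg adjustment at 0.05. Fold changes are on the log2 scale as old over young. Their standard errors (SE) are model-based, taken as the absolute fold change divided by the square root of the F statistic. Values in CPM, the count of a gene scaled to a common library total, were scaled with the TMM factors unless called unscaled. Before the data were examined, 16 preset genes and 12 gene sets were fixed, along with the rule for naming further genes. That rule took up to 6 genes in each direction with the largest fold change among genes with an adjusted p under 0.05, a mean log2 CPM above 5 and no overlap between young and old. No gene passed it. The values of 1 preset gene are not reported here. Gene sets were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, two-sided and adjusted over the 12 sets. The self-contained test fry and camera with an estimated correlation were run as checks.

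The cycling share, the number of genes per cell and the cell-to-cell distance were measured after each kept cell was thinned at random to 5000 UMIs, and shallower cells were left out (539 in the young and 829 in the old samples). The mitochondrial share was measured without thinning and without the mitochondrial limit, and the share of a cell class over all kept cells. The cycling share was the percentage of cells scored as S or G2/M with scanpy 1.11.5 and the 42 and 52 genes of the S and G2/M sets. The cell-to-cell distance was 1 minus the Pearson correlation of a cell with the mean profile of its sample over 2000 variable genes. Each measure gave 1 value per sample, tested with a two-sided exact permutation test of the difference in means. With 3 samples against 3 there are 20 assignments and the smallest possible p is 0.1, so this test cannot pass 0.05.

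All kept cells were clustered together with the Leiden method at resolution 0.5 on 30 principal components of 2000 variable genes, with 15 neighbours and no integration across samples. A cluster was called myogenic-like, fibro-adipogenic-like or another class where 3 or more markers of a list fixed before the data were examined were each detected in 25% of its cells, and more of them than of any other class. The 25% limit was chosen after the markers had been seen. Clusters of low depth, whose median UMI count was under 0.333 of that of their own samples, stayed unnamed if none of their 10 leading genes was a marker. Gene positions are those of the GENCODE mouse annotation M21 on GRCm38, matched by Ensembl identifier. They locate the genes and do not describe the build the authors counted on. Of the shared identifiers, 21459 had a position.

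Sequencing depth ranged from 133974782 UMIs in young replicate 1 to 196481316 in young replicate 2. For shares of cells, the widest Wilson 95% interval of a sample was 1.07 percentage points to either side, which covers counting error only and was small beside the spread between samples. Alternatives were run for the size factors (median of ratios), the count filter, the gene list term, the replicate number as a block, the samples on the longer list alone, the cell filters, doublets, cell cycle phase, cell class, library depth, thinning depth, gene matching by symbol, the test (DESeq2 1.42.0) and each sample left out in turn. The edgeR procedure was tested on simulated counts with 200 changed genes, chosen above an expression limit. The counts used the real means and library sizes and the trend of dispersion with expression, without gene-specific dispersions or a gene list effect. The procedure recovered 65% of genes changed 4-fold, with 5 false calls among 14338 genes, and all 200 genes changed 16-fold. Genes that vary more than the trend were not simulated, so this recovery does not show that large changes in such genes would be called. The test of shifts along chromosomes was checked on simulated values with 1 shifted chromosome. The calculations outside R used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and leidenalg 0.10.2, and the plots were drawn with matplotlib 3.10.9.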

Results

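Single-cell transcriptomes of cultured mouse MDSPCs were compared between 3 populations from young mice and 3 from old mice. In the order of replicates 1, 2 and 3, the deposited matrices of the young samples held 8912, 11029 and 10935 barcodes with 133974782, 196481316 and 191211993 UMIs. Those of the old samples held 10250, 8915 and 12808 barcodes with 151583483, 180270496 and 185370326 UMIs. After filtering, 61669 of 62849 barcodes were kept as cells. The kept cells numbered 8673, 10805 and 10780 in the young samples and 10147, 8725 and 12539 in the old samples. Their median depth was 13713, 16452 and 15664 UMIs in the young and 13505, 19951 and 13001 UMIs in the old samples. Following the study design, all cells were first examined together, and old populations were then compared with young ones to ask how the cells differ with the age of the donor.

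**Figure D1:**
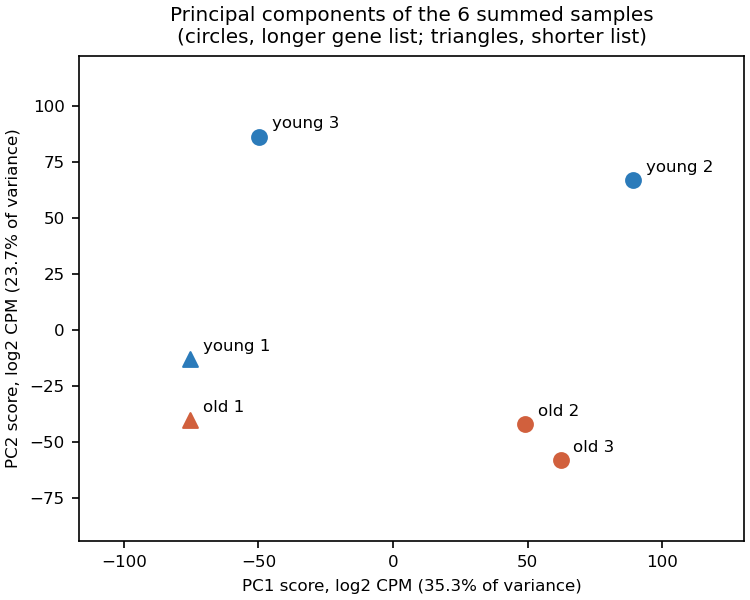
Principal component scores of the 6 samples, each the sum of its kept cells, from log2 CPM; colours mark young and old, circles the longer gene list and triangles the shorter gene list. The first component (35.3% of the variance) places the samples on the shorter list, with young replicate 3, apart from the other 3, and young and old lie apart on the second (23.7%) only in that the old samples have the 3 lowest scores.

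The populations differed from each other more than the groups did. The first 3 principal components of the summed samples held 35.3%, 23.7% and 18.5% of the variance. On the first component, young replicates 1 and 3 and old replicate 1 had scores of -75.4, -49.7 and -75.3, whereas young replicate 2 and old replicates 2 and 3 had scores of 89.1, 49.1 and 62.2. On the second component the old samples scored -40.1, -42.1 and -57.9, below the young samples at -12.9, 66.8 and 86.2. The Pearson correlation of log CPM across genes was highest between young replicate 1 and old replicate 1, at 0.954, which were the 2 samples counted on the shorter gene list. It was next highest between old replicates 2 and 3, at 0.943, and lowest between young replicate 2 and old replicate 1, at 0.878. Genes are not independent replicates, and these correlations were not tested. The sex of the populations is not in the labels. Transcripts of the Y-linked genes Eif2s3y, Uty and Kdm5d were counted 3861 times in old replicate 1 and at most 3 times in each of the other 5 samples, and Xist, which is on the longer list only, was found in all 4 samples counted on it.

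Clustering all cells without integration gave 15 clusters. In 10 of them at least 95% of the cells came from a single sample, and these 10 held 95.8% of all cells. With each sample centred on its own mean before the principal components, an alternative that gave 18 clusters, clusters of this kind held 19.1% of the cells. The sizes of single clusters were therefore not compared between groups. The share of a cell class sums the clusters named for it, so its comparison carries the same limit. By markers fixed beforehand, 10 clusters were myogenic-like and 5 stayed unnamed, and no cluster was named for any other class. The myogenic-like share was 1.40%, 99.8% and 99.9% of cells in the young and 35.7%, 98.3% and 99.1% in the old samples. The means were 67.0% ± 56.8 and 77.7% ± 36.4 (SD, n = 3 each; exact permutation test, p = 1.0, smallest possible p 0.1). At this limit of 25% of cells per marker, the low values belonged to the 2 samples on the shorter gene list. At a limit of 50%, chosen after seeing the data, the shares were 1.35%, 99.8% and 0.622% in the young and 0.227%, 98.3% and 99.1% in the old samples. Young replicate 3, on the longer list, was then low too, and the old samples were higher by 32.0 points. Without young replicate 1 the difference of 10.7 percentage points changed sign, to -22.1. Within the longer list the old samples were lower by 1.11 points (-1.11), and on the shorter list, with 1 sample per group, the old sample was higher by 34.3 points. The naming limit left 98.6% of the cells of young replicate 1 and 64.3% of those of old replicate 1 in unnamed clusters, compared with 0.167% and 0.139% in young replicates 2 and 3 and 1.65% and 0.869% in old replicates 2 and 3. No cluster was named fibro-adipogenic-like, so this share was 0 in all 6 samples. Clusters 7, 13 and 14, mainly of young replicate 2, each had 3 fibro-adipogenic markers (Col3a1, Gsn and Smoc2) in 25% or more of their cells, beside 7, 8 and 7 myogenic ones. The other clusters had fewer than 3 and missed the minimum.

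Of 14512 genes tested between old and young, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 gene higher and 0 lower in the old samples, and 512 genes had an unadjusted p under 0.05. The alternative that moved this most was DESeq2, which called 180 genes higher and 39 lower, with 1067 genes at an unadjusted p under 0.05. Of its 219 calls, 180 had no overlap between the 3 young and 3 old CPM values. Among all genes tested, 879 (6.06%) had no such overlap, compared with 10% expected by chance for 3 samples against 3. The biological coefficient of variation of the samples was 0.563.

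The 1 gene called, Cyba (ENSMUSG00000006519), encodes a subunit of the NADPH oxidase complex. It lies on chromosome 8 from 122424776 to 122432930 in GRCm38, and the values span the whole gene and not a given exon. Cyba is named after its values were seen, since its mean log2 CPM of 4.94 fell just short of the limit set beforehand. The young samples held 0, 1 and 1 Cyba counts and the old samples 378, 19447 and 13379. The ratio of the pooled CPM was 16739, with a counting interval (exact, 95%) of 4634 to 138230 that does not include the spread between samples. The fitted log2 fold change was 13.90 (SE 0.42, edgeR quasi-likelihood test, adjusted p = 0.00153), a value that depends on the prior count. With so few young counts, this SE cannot be read as the uncertainty of the fold change, because the counting interval alone is wider. Unscaled Cyba levels in the old samples spread from 2.50 CPM in replicate 1 to 110 and 73.3 CPM in replicates 2 and 3. Without the gene list term, and in the 4 samples on the longer list alone, edgeR called 0 genes. Leaving out young replicate 1 or old replicate 1 also gave 0 genes, since the list term then takes up the remaining sample on the shorter list. Leaving out young replicate 3 gave 3 genes: Cyba, Ltbp2 and Gpx3.

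None of the 15 preset genes that could be tested passed the threshold, either over all genes or adjusted over the list alone (0 genes in each case; edgeR). DESeq2 called 1 of them, Cdkn2a, with an adjusted p of 0.00299, and over its alternatives the adjusted p of this gene ranged from that value to 1. Cdkn2a (ENSMUSG00000044303), which encodes the cell cycle inhibitor p16 and the p53 regulator p19, lies on chromosome 4 from 89274471 to 89294653, and counts of this locus do not separate the 2 transcripts. Its scaled level was 14.5, 12.7 and 6.74 CPM in the young and 96.5, 31.1 and 529 CPM in the old samples. The means were 11.3 ± 4.06 and 219 ± 271 CPM (SD, n = 3 each) and the groups did not overlap. The log2 fold change was 4.17 (SE 1.19, edgeR unadjusted p = 0.0145, adjusted p = 1, adjusted over the list alone 0.217). It stayed positive in all alternatives, from 2.14 to 5.04.

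The neighbouring inhibitor gene Cdkn2b (ENSMUSG00000073802; chromosome 4, 89306299 to 89311039) moved the other way. It was chosen after its values were seen. Its unscaled level was 96.1, 46.3 and 71.7 CPM in the young and 30.8, 12.8 and 16.1 CPM in the old samples, again without overlap. The log2 fold change of Cdkn2b was -1.97 (SE 0.25, edgeR unadjusted p = 0.000313, adjusted p = 0.348), which did not pass the threshold. Mtap, on the other side of Cdkn2a, had unscaled levels of 236, 112 and 187 CPM in the young samples. In the old samples it was at 217, 59.2 and 42.6 CPM. In old replicates 2 and 3 the lower Cdkn2b level was therefore not shown to be specific to that gene.

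**Figure D2:**
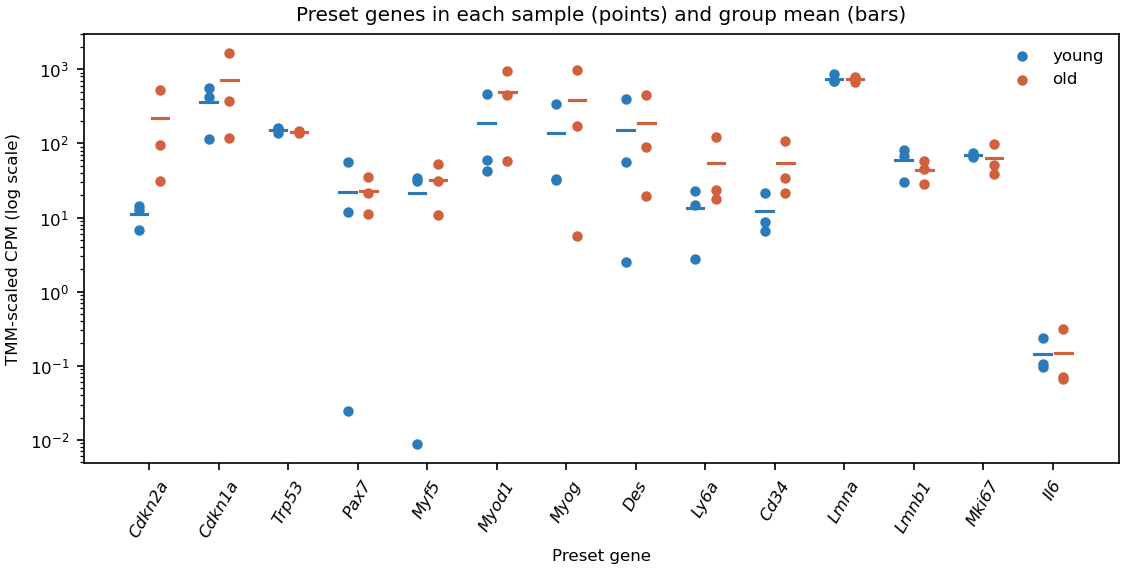
Scaled CPM (log axis) of the preset genes that were tested and are reported, with 1 point per sample and a bar at the mean of each group. Of these genes only Cdkn2a has all 3 old samples (31.1 to 529 CPM) above all young samples (6.74 to 14.5 CPM).

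The groups overlapped in each of the other preset genes tested and reported. Among genes linked to arrest, Cdkn1a was at 428, 558 and 115 CPM in the young and 371, 1645 and 120 CPM in the old samples (log2 fold change 0.87, SE 1.09), and without old replicate 2 its fold change became -0.93. Trp53 was nearly level (-0.08, SE 0.19). The cell surface markers Cd34 (1.84, SE 0.81) and Ly6a (2.01, SE 1.22) were higher in the old samples on average. For Ly6a the old mean of 54.1 CPM rested on old replicate 2 at 121 CPM, and without that sample its fold change was 0.69. For Cd34 the old mean of 54.4 CPM rested largely on old replicate 1 at 108 CPM. Without old replicate 1 the fold change of Cd34 was 0.88. Lmnb1, Lmna and Mki67 had fold changes of -0.40, -0.01 and -0.24, each smaller than its SE. Il6 was close to the detection limit, with between 11 and 58 counts per sample. Kl (ENSMUSG00000058488; chromosome 5, 150952607 to 150993817), which encodes Klotho, was too sparse to be tested, with counts of 0, 1 and 0 in the young and 1, 12 and 12 in the old samples. Some of these genes lie on chromosomes that were higher as a whole in a single sample, and the values were not corrected for it. The median log2 shift was 0.35 for chromosome 5 (Il6, Kl) and 0.42 for chromosome 11 (Trp53) in old replicate 2, and 0.26 for chromosome 4 (Cdkn2a, Cdkn2b, Pax7) and 0.22 for chromosome 18 (Lmnb1) in young replicate 2.

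The myogenic genes varied widely between populations of the same group. Pax7 (chromosome 4, 139737062 to 139833528) had 5 counts in young replicate 3, compared with 1326 and 10686 in young replicates 1 and 2 and between 1861 and 6127 in the old samples. Myf5 (chromosome 10, 107482908 to 107486134) had 1 count in young replicate 1 and between 1811 and 9889 in the other 5 samples. Des ranged from 2.48 to 402 CPM among the young and from 19.7 to 455 CPM among the old samples. Myod1 and Myog ranged from 42.2 to 460 and from 32.1 to 345 CPM among the young samples, and from 57.8 to 963 and from 5.64 to 990 CPM among the old ones. The log2 fold changes of the 5 genes lay between -0.19 (Des, SE 1.59) and 1.88 (Myf5, SE 1.75). Their lowest unadjusted p was 0.327 (Myf5, edgeR). The Myf5 value moved with single samples and with the model. It was 0.38 without young replicate 1, 4.03 without old replicate 3 and 0.55 without the gene list term.

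Of the 12 gene sets, camera called 2. The p53 targets were higher in the old samples, with a median log2 fold change of 0.53 over 12 members, 12 of them above 0 (adjusted p = 0.000627). The interferon response genes had a median of 0.54 over 15 members, 13 of them above 0 (camera adjusted p = 0.0420). Neither call held under fry (adjusted p = 0.571 for both) or with an estimated inter-gene correlation (0.632 for both). The alternative that moved the median of the p53 targets most was leaving out samples, which gave medians from 0.36 to 0.89 with adjusted p between 0.000126 and 0.0380. For the interferon set, leaving out samples gave adjusted p from 0.0144 to 0.286, and the call was lost without young replicate 2, without young replicate 3 or without old replicate 2.

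The other sets did not pass the camera threshold. The secretory phenotype set had a median of 0.36 (17 members, 13 higher, adjusted p = 0.0934), the myogenic set 0.33 (10 members, 9 higher, adjusted p = 0.113) and the extracellular matrix set 0.17 (14 members, adjusted p = 0.674). The S phase and G2/M sets had medians of -0.12 and -0.13 (42 and 52 members, camera adjusted p = 0.113 for both). The senescence arrest set had a median of 0.48 (10 members, 6 higher, camera adjusted p = 0.815), with camera pointing up and fry pointing down. The progenitor and reprogramming set had a median of -0.05, whereas its mean (0.27) and camera (adjusted p = 0.123) pointed up. The mitochondrial genome set had a median of -0.20 (13 members, camera adjusted p = 0.466), and the nuclear oxidative phosphorylation and protein folding stress sets had medians of 0.10 and 0.07 (camera adjusted p = 0.674 and 0.834). The median over all genes was -0.01.

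**Figure D3:**
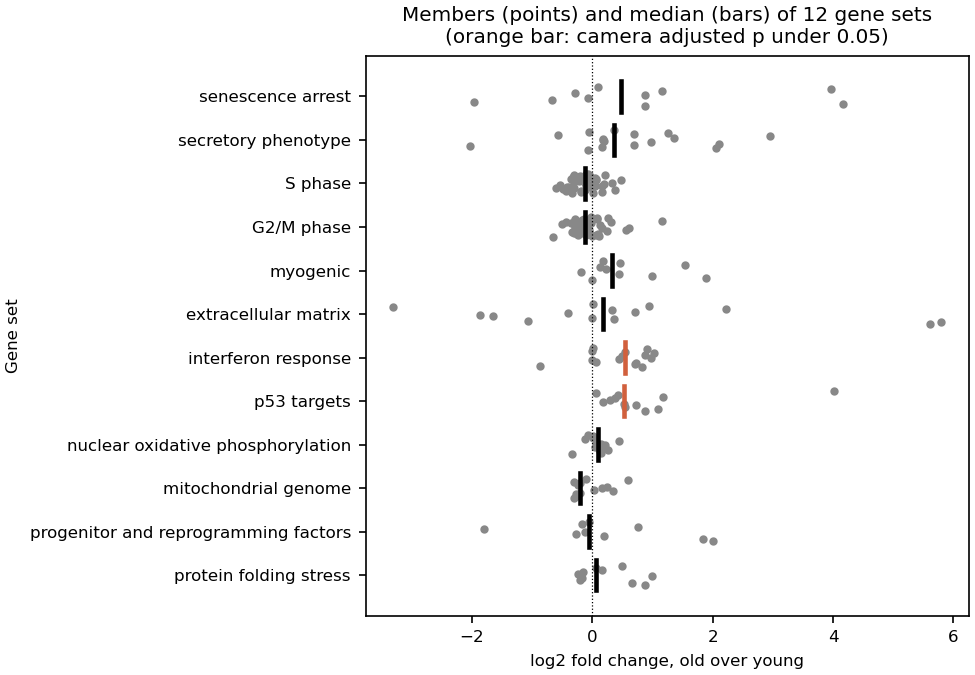
Log2 fold change, old over young, of each tested member of the 12 gene sets (points) and the median of each set (bar, orange where the camera adjusted p is under 0.05). The 12 p53 targets all lie above 0, and the interferon set has 13 of 15 above 0.

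At a depth of 5000 UMIs per cell, the cycling share was 49.0%, 57.4% and 85.9% in the young and 79.5%, 34.2% and 64.0% in the old samples. The means were 64.1% ± 19.3 and 59.2% ± 23.1 (SD, n = 3 each; exact permutation test, p = 0.9). Without thinning the values were 46.6%, 56.4% and 86.0%, and 79.3%, 33.2% and 63.2%. Within the samples on the longer list the old mean was lower by 22.5 points (-22.5), and on the shorter list the old sample was higher by 30.5 points, so the direction was not shared by the 2 lists. Without young replicate 3 the difference became 6.06 points and without old replicate 2 it became 7.71 points. Free RNA in the droplets, which such scores also read, was not estimated.

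At the same depth, the median number of genes per cell was 1816, 1981 and 2074 in the young and 2027, 2061 and 1927 in the old samples (exact permutation test, p = 0.7, n = 3 each), and without thinning it was 3336, 3903 and 3996, and 3662, 4440 and 3341. The difference of 48 genes became -22.5 without young replicate 1, and it was -33.5 on the longer and 211 on the shorter list. The median mitochondrial share of UMIs, without thinning, was 2.42%, 3.10% and 2.71% in the young and 2.37%, 2.50% and 2.52% in the old samples. The means were 2.74% ± 0.341 and 2.46% ± 0.0841 (SD, n = 3 each; exact permutation test, p = 0.3), and the old mean was lower on both lists (-0.393 and -0.0571 points).

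The mean cell-to-cell distance at 5000 UMIs was 0.178, 0.181 and 0.171 in the young and 0.197, 0.180 and 0.194 in the old samples. The means were 0.177 ± 0.00542 and 0.191 ± 0.00901 (SD, n = 3 each; exact permutation test, p = 0.2). All 3 old samples lay above the young mean and 2 of them above every young sample, and the difference was positive on both lists (0.0113 and 0.0188). Without thinning the distances were 0.141, 0.134 and 0.119 in the young and 0.153, 0.130 and 0.162 in the old samples. After Benjamini-Hochberg adjustment over the 5 measures, the exact permutation p was 0.75 for the mitochondrial share and the distance and 1 for the other measures.

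**Figure D4:**
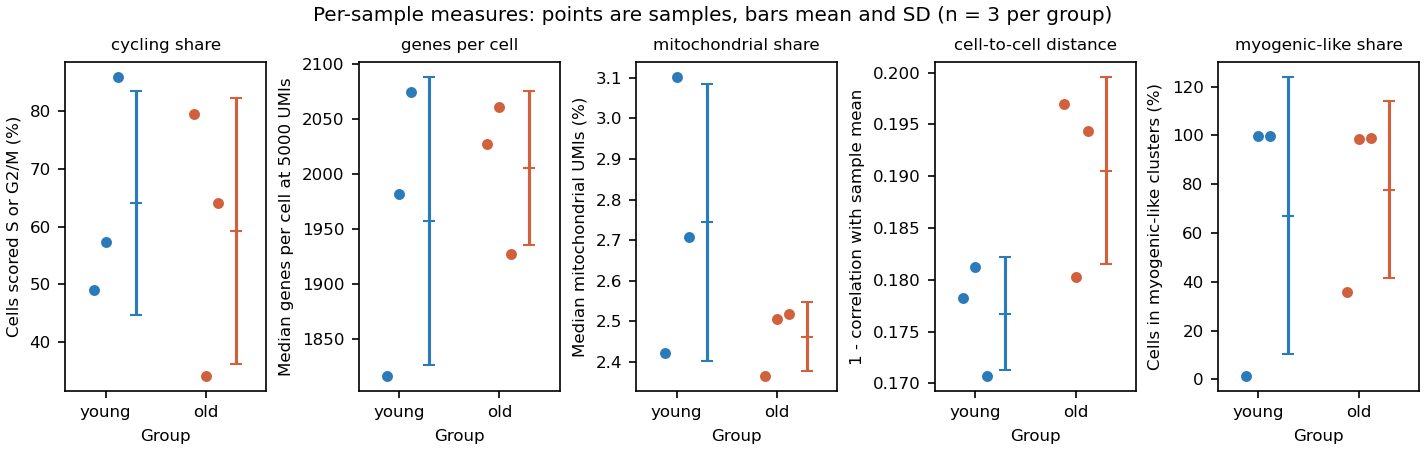
The 5 per-sample measures, with percentages, gene numbers and distances on the vertical axes (not starting at 0), 1 point per sample and the mean ± SD of 3 samples beside it. Young and old overlap in each panel, most narrowly in the distance, with 0.180 to 0.197 in the old and 0.171 to 0.181 in the young samples.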

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

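The Xist counts and the LACZ counts described here lie outside the shared gene list, so no comparison used them, and they stood out by exceeding the 3 counts that a count of 0 allows. The tests of reads from mouse genes and of the cells without Xist were chosen after the result was seen. The other tests were set before.

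The shorter gene list ends with an entry named LACZ, the name of a bacterial reporter gene that is often carried by transgenic mice. The labels do not mention it. Young replicate 1 held 2868 LACZ counts in its kept cells (21.5 CPM), while old replicate 1, counted on the same list, held 0. The longer list has no such entry, so the other 4 samples were not analysed here for it. Mouse reads assigned to the entry by mistake would give counts in both samples, and the count of 0 in old replicate 1 argues against that. LACZ UMIs were found in 26.0% of the cells (Wilson 95% interval 25.1% to 27.0%), close to the 27.3% that an even spread over cells of their depth would give. The ratio of 0.954 does not decide how many cells carry the sequence, because free RNA from carrier cells also spreads evenly and was not estimated. All cells carrying it, or a few carriers with free RNA, cannot be told apart. A transgene in at least some cells of young replicate 1 is a candidate explanation. If so, genetic background would differ between replicates as well as between groups, and a difference of age was not tested separately from it.

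Xist, the RNA that coats the inactive X chromosome in female cells, is on the longer list only. Its counts were 123299 in young replicate 2, 84984 in young replicate 3, 50941 in old replicate 2 and 95247 in old replicate 3 (628, 445, 283 and 515 CPM). These counts are in line with female cells in all 4 samples. None of the 4 held more than 3 counts of Eif2s3y, Uty and Kdm5d together, which are genes of the Y chromosome. In young replicate 3, however, only 70.8% of the cells had a Xist UMI (Wilson 95% interval 69.9% to 71.6%), against 96.6% in young replicate 2, 92.4% in old replicate 2 and 95.8% in old replicate 3. An even spread would give 99.1% in young replicate 3. The ratio of 0.714 argues against low depth as the reason. Cells without Xist had 0.986 times the share of X-linked UMIs of the cells with Xist, over cells with 10000 or more UMIs, which argues against a second active X in them. Cells with a single X chromosome remain a candidate explanation that no value here tests. No biological explanation tied to age was tested.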

How the results depend on the processing

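The removal of the highest Scrublet scores, the stricter limit for naming clusters and the alternatives for the number of clusters were chosen after seeing the data. The other alternatives were fixed before the data were examined. Of the settings behind the reported values, the 25% limit for naming clusters, on which the myogenic-like cells rest, was chosen after the markers had been seen.

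Counts of called genes depended on the tool and on the gene list term. DESeq2 called 180 genes higher, 39 lower and 1 preset gene, Cdkn2a, at a log2 fold change of 4.18. Without the list term, and in the 4 samples on the longer list, edgeR called 0 genes higher, with 501 and 997 genes at an unadjusted p under 0.05. The longer-list fit has fewer samples, and the cause was not tested otherwise. Leaving out each sample gave 0 to 3 genes higher, 0 lower and 0 preset genes. The fits without young replicate 1 or old replicate 1 rest on the 4 samples of the longer list. All other edgeR settings called 1 gene, which was Cyba except among cells scored G1. There it was Alox5, and Cyba had an adjusted p of 0.138.

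The labels do not say whether the replicate numbers pair the samples. Same-numbered samples had correlations of their deviations from the group means of 0.378, 0.224 and -0.0814. The first was the highest of any young and old sample, and those 2 samples share the shorter list. Young replicate 2 correlated more with old replicate 3 (0.276) than with old replicate 2. These values do not settle a pairing, because deviations within a group sum to 0, and the main model used none. With the replicate number as a block, edgeR called 1 gene higher and 0 lower, the secretory set passed the camera threshold (median 0.44, adjusted p = 0.0254), the progenitor set changed sign (0.21) and so did Myog (-0.21).

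Among sets, the interferon call was lost with no filter on low counts (median 0.54, adjusted p = 0.0738), without the list term (0.29, 0.0601) and in cells scored G1 (0.39, 0.177). It was also lost under fry (0.54) and an estimated correlation (0.54), as was that of the p53 targets (0.53 in both). The secretory set passed the threshold at 50 or more counts in 3 samples (0.70, adjusted p = 0.0164). In the samples of the longer list alone, the secretory (1.08), S phase (-0.49), G2/M (-0.42) and nuclear oxidative phosphorylation (0.38) sets passed it. The cause was not tested.

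In myogenic-like cells only, young replicate 1 was reduced to 121 cells. Of these, 116 came from cluster 3, whose leading genes were Myl4, Tnnc2 and Actc1. Des stood at 1234 CPM in those 116 cells, against 36.8 CPM in the unnamed cluster of 8227 cells of the same sample. Changes under this setting therefore cannot be told apart from the state of these few cells. The secretory (1.18) and mitochondrial genome (-0.41) sets then passed the threshold, and so did G2/M in the opposite direction to that reported (0.56, camera adjusted p = 0.00674). The p53 call was lost (0.44, adjusted p = 0.0720), and the S phase (0.34), myogenic (-0.0149), nuclear oxidative phosphorylation (-0.10) and progenitor (0.20) sets changed sign, as did Trp53 (0.29), Lmnb1 (0.18), Mki67 (0.59) and Il6 (0.21).

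In the other settings with all samples or on the longer list, the genes that changed sign were Lmna at 50 or more counts (0.00465), in the samples of the longer list (0.00431) and without the highest Scrublet scores (0.00126), Des without the list term (0.29), on the longer list (0.42) and in G1 cells (0.00961), and Il6 without the list term (0.0325), on the longer list (0.21) and under 5% mitochondrial UMIs (0.00462). Pax7 changed sign under 5% mitochondrial UMIs (-0.00933), in G1 cells (-0.00526) and with libraries thinned to the smallest (-0.00836). The cause was not tested.

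With each sample left out in turn, medians ranged from -0.49 to 0.12 for the S phase set, -0.42 to 0.20 for G2/M, -0.27 to 1.82 for the myogenic, -0.0742 to 0.26 for the extracellular matrix, 0.32 to 0.60 for the interferon, 0.36 to 0.89 for the p53, -0.11 to 0.38 for the nuclear oxidative phosphorylation, -0.34 to 0.97 for the progenitor, -0.10 to 0.26 for the protein folding and 0.24 to 1.08 for the secretory set. Single libraries decided several of these. Without young replicate 3 the S phase, G2/M, myogenic, nuclear oxidative phosphorylation, progenitor and protein folding sets changed sign, and without old replicate 2 the S phase, G2/M, extracellular matrix and progenitor sets did. The progenitor set also changed sign without young replicate 2 or old replicate 3. Without young replicate 1 or old replicate 1 the secretory, S phase, G2/M and nuclear oxidative phosphorylation sets passed the threshold, as S phase and G2/M did without old replicate 3 and the myogenic set without young replicate 2. Past the threshold with the opposite sign were G2/M without old replicate 2 (0.20, camera adjusted p = 0.0154) and the progenitor set without young replicate 2 (0.97, camera adjusted p = 0.0380). The senescence arrest (0.03 to 0.85) and mitochondrial genome (-0.24 to -0.06) sets kept their sign. Differences ranged from -15.0 to 7.71 points for the cycling share, -22.5 to 106.5 for genes per cell and -22.1 to 31.7 points for the myogenic-like share. The cell-to-cell distance (0.0106 to 0.0190) and the mitochondrial share (-0.442 to -0.103 points) kept their direction under every alternative run.

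Fold changes ranged over the same fits from -0.93 to 1.47 for Cdkn1a, -1.32 to 2.82 for Des, -1.01 to 0.29 for Il6, -0.12 to 0.0856 for Lmna, -1.03 to 0.00177 for Lmnb1, -1.09 to 1.62 for Myog and -0.59 to 4.74 for Pax7. Cdkn1a changed sign without old replicate 2, and Myog without young replicate 3 (-0.77) or old replicate 3 (-1.09). Cdkn2a (2.14 to 4.85), Cd34 (0.88 to 2.59), Ly6a (0.69 to 3.03), Myf5 (0.38 to 4.03) and Myod1 (0.32 to 2.16) stayed above 0. These genes were above 0 in all other alternatives as well. Mki67 (-0.63 to -0.00702) and Trp53 (-0.155 to -0.0467) stayed below 0 with each sample left out.

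Clusters numbered 24 at resolution 1.0, 18 with samples centred and 14 with the 4 called doublets kept. The last setting differs from the main one by these 4 cells only, so it does not test the effect of doublets. Thinning all libraries to the smallest left 1 call and 494 genes at an unadjusted p under 0.05 (edgeR). This lowers depth only modestly, so whether depth limits the results was not tested. With markers in 50% of cells the myogenic-like difference was 32.0 points.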

Other observations

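The tests of the counts by edgeR over other splits, of the gene list and of extra copies for the chromosome 4 genes, of extra copies for whole chromosomes, of the trend for chromosome 18 alone, of the gene list for Cyba and of the share of cells with Cyba and the markers of other classes in old replicates 2 and 3 were chosen after the result was seen. The limits for shifts and runs along chromosomes (a log2 shift of 0.2 or more, genes with a mean above 4 on the log2 scale, 8-fold for a run) were also set after a first look at the values.

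Other splits of the 6 samples into 3 and 3 were counted, of which there are 10, so the share of splits cannot fall under 0.1 and chance cannot be excluded for any of these results. As many genes as by age were called in 3 of the 10 splits by edgeR, the real split included. Young replicates 1 and 2 with old replicate 1 against the rest gave 4 genes, and young replicates 1 and 3 with old replicate 1 gave 5. Both of these splits keep the samples on the shorter list together, but the other 2 splits that do so, with old replicate 2 or old replicate 3 as the third sample, gave 0 genes each, with 853 and 593 at an unadjusted p under 0.05. DESeq2 called as many genes as by age in 5 of the 10 splits, with up to 1029. The camera p of the p53 targets was as small in 1 split, the real one, and that of the interferon set in 2.

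Cyba had 2 counts in the 3 young samples together, though it was at 110 and 73.3 CPM in old replicates 2 and 3. Among the samples on the longer list, the lowest old level was 13836 times the highest young level, which argues against the gene list or the counting as the cause. Its 10 nearest genes above the expression limit, between 121598703 and 122867397 on chromosome 8 in GRCm38, had a median log2 difference of -0.0688 between old and young, and the values ranged from -0.36 to 0.82. This argues against the loss of a longer segment in the young samples. Cyba UMIs were seen in 2.24%, 61.7% and 43.8% of the cells of old replicates 1, 2 and 3, and in 0.00925% of the cells of young replicate 2. The shares of 61.7% and 43.8% do not by themselves exclude a few cells of another kind in old replicates 2 and 3, because free RNA, which was not estimated, can place UMIs in cells that do not express the gene. Such cells would bring their own transcripts, however. For the fibro-adipogenic, mural, tenocyte, endothelial, macrophage and Schwann markers, the median marker of a class stood at no more than 0.0310 times the CPM of Cyba in these 2 samples, and that of the macrophage markers at 0.000309 and 0.000224 times. This argues against a few cells of these classes there. In all 3 old samples the UMIs sat in fewer cells than an even spread would give, at 0.614, 0.720 and 0.711 times that share. Uneven expression or a subset of the cells thus stays open in each. A small group of another kind stays open in old replicate 1, where Cyba was too low for the markers to decide, and elsewhere only for kinds without preset markers. A variant of the strain, a deletion within the gene and silencing were not tested, and the age of the donor stays open as well.

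Young replicate 2 held a run of 9 consecutive expressed genes on chromosome 4, from 94500081 to 95926939 in GRCm38, each over 8-fold above the median of the other 5 samples. The genes are Caap1, Plaa, Ift74, Lrrc19, Tek, Eqtn, Mysm1, Jun and Fggy. The longest such run in any other sample had 4 genes. For the 7 genes with 0.5 CPM or more elsewhere, the median ratio was 29.9-fold, from 22.5-fold to 41.2-fold. For example, Jun was at 2963 CPM against a median of 122 CPM. The next expressed genes on either side were Tusc1 at 1.25-fold and Hook1 at 4.84-fold. The other samples on the same list had a median log2 shift over the block of at most -0.0385, which argues against the gene list. The block took a larger share of UMIs than the 99th percentile of any other sample in 97.1% of the cells. This speaks against a few cells of another kind only if free RNA, which was not estimated, added little to the block. All 7 genes lay within 1 log2 unit of the median ratio, although their usual levels differed widely. The other 2, Tek and Eqtn, were under 0.5 CPM elsewhere. Eqtn was at 19.7-fold (6.08 against 0.214 CPM), but Tek was at 167-fold (58.9 against 0.253 CPM) and lay outside that range. A small constant was added to both levels before each ratio was taken. It lowers the ratios of genes with low levels most, those of Tek, Eqtn and Hook1 included. The ratios of the 7 genes are consistent with extra copies of the segment, which would not by themselves account for Tek. This is a hypothesis only, since DNA data were not analysed here. The labels give no group that would explain it, and no biological explanation was tested.

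Some chromosomes were shifted as a whole in single samples. Of 120 combinations of sample and chromosome, 7 passed the limits, over 6449 genes. Young replicate 2 was higher on chromosomes 4 and 18, by a median log2 shift of 0.26 and 0.22, and young replicate 3 on chromosome 6, by 0.44. Old replicate 2 was higher on chromosomes 5, 11, 13 and X, by 0.35, 0.42, 0.43 and 0.78. None of 10000 random gene lists matched on expression shifted as far (p = 0.0001, the smallest the permutations can give), which argues against a chance spread between genes. Some shifts under the limit of 0.2 reached the same p. Examples are 0.18 for chromosome 1 in old replicate 1 and -0.088 for chromosome 11 in old replicate 3. The random lists alone therefore do not set the 7 apart from smaller shifts. After the trend with GC content and gene length was removed, the smallest shift among 6 of the 7 was 0.261. At first this test asked whether shifts kept most of their size, and its limit was changed to 0.2 when chromosome 18 fell to 0.173. For chromosome 18 the trend and a real shift cannot be told apart, since the value lies just under the limit. At least 81.4% of the cells of the sample lay above the median cell of the others. This speaks against a few cells of another kind only if free RNA, which was not estimated, added little to these shares. At least 93.75% of the 10 Mb stretches along each chromosome were raised. Such a pattern is consistent with extra chromosome copies in cultured populations, as a hypothesis without DNA data. A log2 shift of 0.78 for X in old replicate 2 could also come from reactivation of the inactive X, but cells without Xist had 0.986 times the X share of cells with Xist (6.27% and 6.36% of UMIs), which argues against loss of Xist as the reason. No shift was shared by all samples of a group, so none was tested as an effect of age.

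Old replicate 1 held transcripts of the Y chromosome, with 2699 counts of Eif2s3y, 789 of Uty, 373 of Kdm5d and 1580 of Ddx3y. The other 5 samples held at most 3 counts of the first 3 genes together. Ddx3y, which has a similar copy on X and may take reads from it, had between 62 and 294 counts in those samples. The Y-linked counts were unevenly spread. Eif2s3y, Uty and Kdm5d together stood at 62.7 CPM in a myogenic-like cluster of 3602 cells and at 2.10 CPM in an unnamed cluster of 6210 cells, a ratio of 0.0335. A Y-linked UMI was found in 20.4% of the cells, against 30.7% under an even spread. The test had named both values beforehand. The even spread was first taken to decide it, and the ratio between clusters was used instead because the former lay close to its limit. The values are consistent with a mixed population, in which male and female cells were grown together, and with loss of the Y chromosome in part of a male population. The clusters correlated at 0.968 across genes, higher than either did with a cluster of another sample, which does not separate these explanations. Xist is not on the gene list of this sample. The donors' sex is not in the labels, and no biological explanation was tested.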
